A study of Bos taurus with 4 samples.

How the data were processed

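Polyadenylated RNA was sequenced from bovine (Bos taurus) embryos collected at the 8- to 16-cell stage, 3 days after insemination. The zygotes had been injected with small interfering RNAs (siRNAs), either negative control siRNAs (NC, n = 2 libraries) or siRNAs against the histone demethylase genes KDM5A, KDM5B and KDM5C (KDM5_KD, n = 2 libraries). Groups and replicate numbers were taken from the sample titles. The labels of the second knockdown library disagree with each other: its title names a Kdm5 knockdown, while its treatment entry names siRNAs against KDM6 genes. It was kept in the knockdown group given by its title, and the levels of the KDM5 and KDM6 genes with a row in the table are reported for every library. Per the labels' protocols, messenger RNA was selected on oligo(dT) beads, fragmented, reverse transcribed and amplified by PCR. No molecular identifiers are mentioned there.

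The deposited table holds FPKM values, meaning fragments scaled to transcript length and to the number of mapped fragments, for 14517 RefSeq transcript accessions in 4 columns. Of these accessions, 13394 are NM and 1123 are NR entries. The unit comes from the name of the deposited FPKM table and from its values. The aligner, the program that computed the FPKM, the genome build and the annotation version are not recorded in the labels or in the table. No column was pooled and no column of values was left unused. Values reach down to 4.83e-141, so the FPKM are estimates that can divide reads among transcripts rather than plain scaled counts, and an exact 0 can be a failed estimate. Because FPKM are not counts, no count model was used.

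Names came from a RefSeq gene table of the assembly ARS-UCD2.0, matched on the accession without its version. It gave a symbol for 14295 of the 14517 accessions, covering 14002 genes, and 520 accessions shared a symbol with another one. The build behind the FPKM is not named, so no genomic positions are given. KDM5B, KDM6B and 10 of the 17 listed H3K4 machinery genes were not analysed here. Reads from near-identical copies or overlapping genes may be divided between rows, and the protocol does not state strand-specific counting.

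Absolute depth is unknown. Among transcripts with values between 0.001 and 0.3 FPKM in both of 2 libraries, ratios between libraries cluster at small whole-number ratios, which gives the relative depth. Between 60.8% and 69.3% of these ratios lay at such steps, against 4.62% to 6.19% for evenly spread ratios. No binomial intervals or detection floors are given, since they need read counts. The precision of each statement therefore rests on 2 libraries per group.

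Differences between groups were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a mean-variance trend. All 4 libraries entered the fit without covariates. The 8970 transcripts with a mean FPKM of at least 1 over all libraries were tested, 8836 of them with a symbol, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are differences of group means on the log2(FPKM + 1) scale, which understates changes of transcripts with low values. The 6 lists of genes were tested with limma's camera at an inter-gene correlation of 0.01, two-sided, and adjusted over the lists. Each list median was also ranked among 10000 random lists matched on mean expression. The replicate numbers in the titles are shared between the groups, so the fit was repeated with the replicate number as a block. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

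The gene lists, the design and most alternatives were fixed before the data were examined. So was the rule for naming genes: the siRNA targets, KDM6A and the H3K4 methylation machinery, and in each direction the 5 largest changes among transcripts with a symbol other than a LOC identifier, a mean FPKM of at least 5, a limma adjusted p under 0.05 and both knockdown libraries on the same side of both control libraries. The alternatives were a pseudocount of 0.1, no filter or a filter at a mean FPKM of 5, scaling by the median ratio, quantile normalization, rescaling each library to a common sum larger than the deposited sums, which also lowers the weight of the pseudocount, eBayes without a trend or with robust estimation, the replicate block, an estimated inter-gene correlation, and leaving out each library in turn. Leaving out microRNA rows, including NR entries without a symbol, and summing rows by gene symbol were added after the data were seen.

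The tests were checked on simulated data. In 5 simulated tables of 8970 transcripts with the observed means and with variances drawn from the fitted prior, 220 transcripts were changed. The fit called 94.7% of those changed by 2 on the log2 scale and 45.3% of those changed by 1. Of its calls, 3.72% were unchanged transcripts. Changed transcripts were drawn only from those above a minimum mean level, so the shares called do not apply to the lowest transcripts. Errors were drawn independently for each transcript. The simulation therefore cannot show how often lists of transcripts that vary together would pass, or the share of false calls under such variation. Of 500 random unchanged lists of 20 such independent transcripts, 1% had an unadjusted limma camera p-value under 0.05. A list of 20 changed transcripts passed in all 5 tables and an unchanged list in 1 of them.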

Results

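RNA sequencing was performed on bovine embryos at the 8- to 16-cell stage, the period in which the bovine embryo's own genome is activated. Negative control siRNAs (NC) or siRNAs against KDM5A, KDM5B and KDM5C (KDM5_KD) had been injected into zygotes, and each group had 2 libraries. KDM5 proteins are demethylases that remove methyl groups from lysine 4 of histone H3, and the series as a whole mapped the trimethylated form of this residue in early bovine embryos. The comparison addresses how the transcriptome at this stage differs when KDM5 genes are knocked down.

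The FPKM summed to 287950 and 283347 in NC replicates 1 and 2, and to 322267 and 297389 in KDM5_KD replicates 1 and 2. The number of transcripts at 1 FPKM or more was 8721 and 8427 in the NC libraries and 9076 and 9160 in the knockdown libraries. Judged from the steps of low values, NC replicate 2 was the deepest library. NC replicate 1 had 0.683 times its depth, and NC replicate 2 was 1.25 and 1.28 times as deep as KDM5_KD replicates 1 and 2. Short RNAs distorted the sums, because FPKM divides by transcript length. The microRNA MIR2893 was listed at 20797 FPKM in KDM5_KD replicate 1, which is 6.45% of that library's sum, and at 0 in the other 3 libraries. Without microRNA rows the sums lay between 279259 and 290051.

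Across the 8970 transcripts tested, log2(FPKM + 1) values correlated at a Pearson r of 0.967 between the NC replicates and 0.970 between the knockdown replicates. Between groups r ranged from 0.942 to 0.962. These correlations are across transcripts, which are not independent replicates. The first principal component carried 56.9% of the variance and separated the groups. On it NC replicate 1 (-13.4) lay between NC replicate 2 (-33.5) and the knockdown libraries (23.7 and 23.2). Deviations from the group means correlated at 0.229 between libraries with the same replicate number, so results with the replicate number as a block are given beside those without it.

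The siRNA targets were examined first. KDM5A (NM_001205625) had 27.8 ± 0.891 FPKM (SD, n = 2) in NC and 10.3 ± 0.231 FPKM (SD, n = 2) in KDM5_KD, which is 37.1% of the control level. Its log2 fold change was -1.35 (SE 0.142), with a limma adjusted p of 0.0333 over all transcripts and 0.000149 over the targets analysed. With the replicate number as a block the adjusted p over all transcripts was 0.0591 and the fold change was the same. The setting that moved it most was no filter on low values, with an adjusted p of 0.167. KDM5C (NM_174185) had 34.3 ± 8.83 FPKM (SD, n = 2) in NC and 16.4 ± 1.91 FPKM (SD, n = 2) in KDM5_KD, or 47.9% of the control level. Its log2 fold change of -0.999 (SE 0.208) did not pass the threshold over all transcripts (limma adjusted p of 0.123, or 0.0807 with the replicate block), but did over the targets alone (limma adjusted p of 0.00292). Both transcripts were lower in each knockdown library than in either control library.

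The second knockdown library, whose treatment entry names KDM6 siRNAs, had 10.1 FPKM of KDM5A and 17.8 FPKM of KDM5C. The first knockdown library had 10.5 and 15.1 FPKM. KDM6A (NM_001206575) was at 7.63 and 11.3 FPKM in the NC libraries and at 7.90 and 9.29 FPKM in the knockdown libraries. Its difference was smaller than the spread between replicates (log2 fold change -0.11, SE 0.229, limma adjusted p of 0.848).

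**Figure D1:**
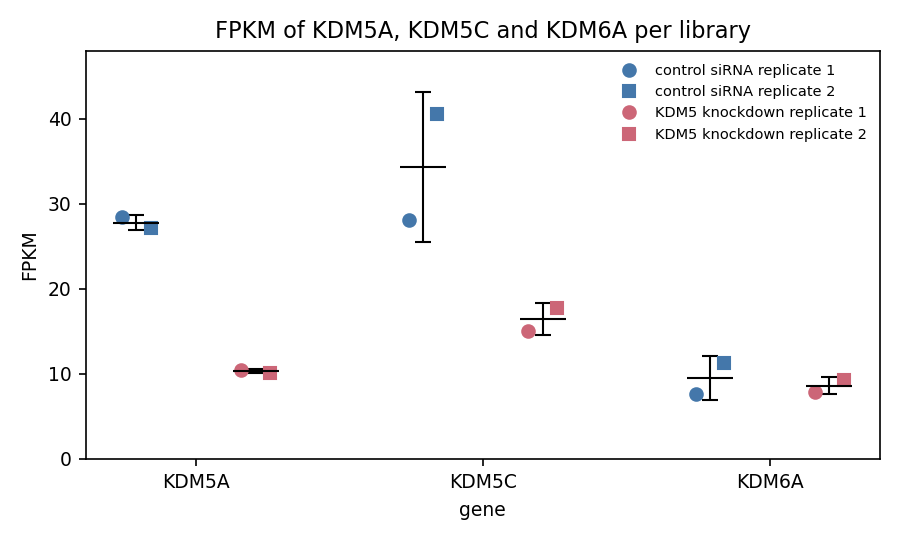
FPKM (vertical axis) of KDM5A, KDM5C and KDM6A in each library, with circles for replicate 1, squares for replicate 2, and black lines for the group mean and SD (n = 2). KDM5A and KDM5C are lower in both knockdown libraries, including the one labelled with KDM6 siRNAs, while the KDM6A values of the groups overlap.

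Other genes of the H3K4 methylation machinery were compared in the same fit, and none passed the threshold. SETD1A, which encodes an H3K4 methyltransferase, had the largest difference among them. It went from 65.0 ± 1.02 FPKM (SD, n = 2) to 49.9 ± 0.932 FPKM (SD, n = 2), a log2 fold change of -0.38 (SE 0.114, limma adjusted p of 0.195). CXXC1 and MEN1 were also lower in both knockdown libraries than in both NC libraries, with log2 fold changes of -0.31 and -0.28 and limma adjusted p of 0.352 and 0.445. ASH2L, DPY30, RBBP5 and WDR5 had log2 fold changes between -0.03 and 0.04, and their groups overlapped. The sign of the WDR5 difference changed under all 3 scalings tried, and the signs of all 4 changed when single replicates were left out.

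Transcriptome-wide, 17 transcripts were higher and 8 were lower in KDM5_KD at a limma adjusted p under 0.05. All 25 changed by at least 2-fold. With the replicate number as a block 8 were higher and 4 were lower, and 11 of these 12 were among the 25. Without adjustment, 1566 of the 8970 transcripts had p under 0.05 in limma. The setting that moved the number of calls most was no filter on low values, which left 2 higher and 1 lower. Rescaling each library to the same sum left 7 higher and 7 lower, and this scaling is affected by the microRNA rows of KDM5_KD replicate 1 and by the lower weight it gives the pseudocount. In all, 50.7% of transcripts had knockdown values entirely above or entirely below the NC values, where chance gives 33.3% with 2 libraries against 2. Of these 4550 transcripts, 3148 lay above and 1402 below. Chance gives 16.7% of the 8970 in one direction, so the excess was only among those that lay above. This count used the FPKM as deposited, with a median log2 fold change of 0.09 over all transcripts, and was not repeated after scaling. How far that shift accounts for the one-sided excess is therefore unknown.

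Irrespective of a test, 405 transcripts were at least 2-fold higher and 27 at least 2-fold lower, so 93.8% of the 2-fold differences were increases. After quantile normalization 243 were higher and 59 lower, or 80.5% increases. The median log2 fold change of all transcripts was 0.09 with the FPKM as deposited. Quantile normalization shifted it by -0.14 and rescaling to a common sum by -0.10. The 2-fold increases also depended on the control library. With only NC replicate 1 as control there were 250, and with only NC replicate 2 there were 640.

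The named increases were led by TRH (NM_001101221), which encodes thyrotropin-releasing hormone. It was listed at 0 and 0.0411 FPKM in NC and at 41.0 and 36.1 FPKM in KDM5_KD (limma adjusted p of 0.000380). GJA4 (NM_001083738), a connexin gene, rose from 0.486 ± 0.117 to 13.9 ± 3.65 FPKM (SD, n = 2), with a log2 fold change of 3.31 (SE 0.243, limma adjusted p of 0.0137). R3HDM2 (NM_001078034) rose by 2.73 on the log2 scale (limma adjusted p of 0.0148), from 0.573 ± 0.0523 to 9.49 ± 1.43 FPKM (SD, n = 2). SCD (NM_173959), a fatty acid desaturase gene, had 6.12 ± 2.28 FPKM in NC and 35.4 ± 2.83 FPKM in KDM5_KD (SD, n = 2), and ZC2HC1A (NM_001083437) had 15.9 ± 2.02 and 79.1 ± 22.3 FPKM (SD, n = 2). Their log2 fold changes were 2.39 and 2.22, with limma adjusted p of 0.0333 and 0.0310.

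Among the named decreases, STK24 (NM_001099950), a protein kinase gene, fell from 20.8 ± 2.64 to 0.956 ± 0.0958 FPKM (SD, n = 2), a log2 fold change of -3.48 (SE 0.196, limma adjusted p of 0.00429). HSP90AB1 (NM_001079637) fell from 31.05 ± 10.1 to 2.45 ± 0.544 FPKM (SD, n = 2), CDC20B (NM_001206982) from 15.5 ± 0.0383 to 1.75 ± 0.292, and MAPRE2 (NM_001034374) from 25.6 ± 4.07 to 4.70 ± 1.41. The transcription factor gene POU3F2 (NM_001080348) went from 45.3 ± 1.85 to 10.8 ± 1.57 FPKM (SD, n = 2). The log2 fold changes of these 4 lay between -3.19 and -1.98 and their limma adjusted p between 0.0137 and 0.0333. HSP90AB1 belongs to a family with near-identical copies, so its row is uncertain. With the replicate number as a block, TRH, GJA4, R3HDM2, SCD, STK24, CDC20B and POU3F2 stayed below an adjusted p of 0.05, while ZC2HC1A, HSP90AB1 and MAPRE2 had limma adjusted p between 0.0534 and 0.0595.

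**Figure D2:**
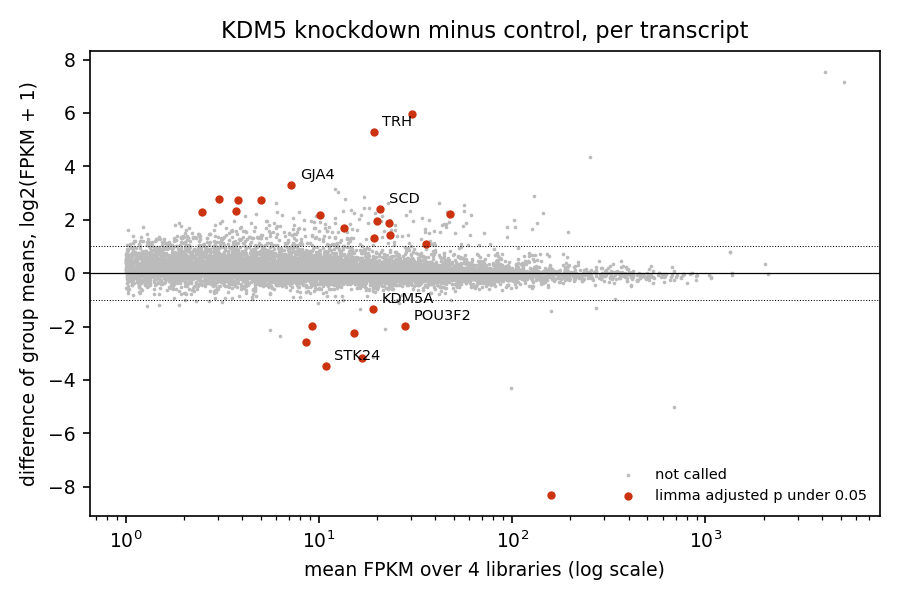
Difference between group means on the log2(FPKM + 1) scale (vertical axis) against mean FPKM over the 4 libraries (horizontal, log scale) for the 8970 transcripts tested. Red points are the 25 transcripts with a limma adjusted p under 0.05, dotted lines mark 2-fold changes, and of the 432 transcripts beyond them 405 are higher in the knockdown.

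Differences varied with expression level when transcripts were divided into 4 equal groups by mean FPKM. In the lowest group, with a median of 2.02 FPKM, the median log2 fold change was 0.26 and 76.3% were higher in KDM5_KD. It was 0.16 in the next group, 0.06 in the third and -0.02 in the highest, where 46.2% were higher and the median level was 58.7 FPKM. This gradient was present with median-ratio scaling (0.20 in the lowest and -0.10 in the highest group). After quantile normalization the 4 medians lay between -0.06 and -0.04. A smaller gradient was also seen between the control libraries. From the lowest to the highest group, medians of NC replicate 1 minus replicate 2 were 0.126, 0.042, 0.017 and 0.019. For KDM5_KD replicate 1 minus replicate 2 they were -0.077, -0.091, -0.052 and 0.032. The gradient is therefore not particular to the comparison of knockdown with control.

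The 6 gene lists fixed in advance were then compared with all other transcripts, each relative to the median of all transcripts. The interferon list had 20 transcripts tested from 32 listed genes, and its median was 0.86 higher (limma camera adjusted p of 3.62e-07). Some members, such as the OAS1 genes, are close paralogs among which reads may be divided. All 20 were higher in KDM5_KD, and 18 of them did not overlap between groups, where chance gives 16.7% in one direction. With the replicate block the adjusted p was 3.26e-07. IFI6 and ISG15 were picked after their values were seen. IFI6 was at 89.0 and 25.9 FPKM in NC and at 237 and 226 FPKM in KDM5_KD, and ISG15 at 44.1 and 11.9 against 89.7 and 84.3 FPKM. No interferon transcript passed the threshold on its own. The NC libraries differed from each other on this list, with NC replicate 1 above NC replicate 2 for 16 of the 20 transcripts.

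The oocyte list, with 19 transcripts of 17 genes from 32 listed, was 0.33 higher (limma camera adjusted p of 0.00254, and 0.00255 with the replicate block). All 19 were higher in the knockdown and 11 did not overlap. The difference was 0.12 with KDM5_KD replicate 1 alone and 0.65 with KDM5_KD replicate 2 alone. NC replicate 1 was above NC replicate 2 for 16 of the 19.

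The list of genes switched on at embryonic genome activation, with 18 tested from 31 listed, was 0.17 lower than all transcripts (limma camera adjusted p of 0.0276, or 0.0118 with the replicate block). The ribosomal protein list, with 75 transcripts, was 0.16 lower (limma camera adjusted p of 1.11e-05, or 6.45e-06 with the replicate block). Both lists hold highly expressed genes, with median levels of 57.6 and 394 FPKM against 10.5 FPKM for all transcripts. Ribosomal protein genes also have near-identical copies elsewhere in the genome, so their rows are uncertain. Against random lists matched on expression their medians were at the 9.98th and 26.7th percentile, so neither stood apart once level was taken into account. Quantile normalization reversed the ribosomal protein difference to 0.06. The pluripotency and lineage list and the p53 list differed by 0.03 and 0.17, with limma camera adjusted p of 0.635 and 0.0812, or 0.540 and 0.0715 with the replicate block.

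**Figure D3:**
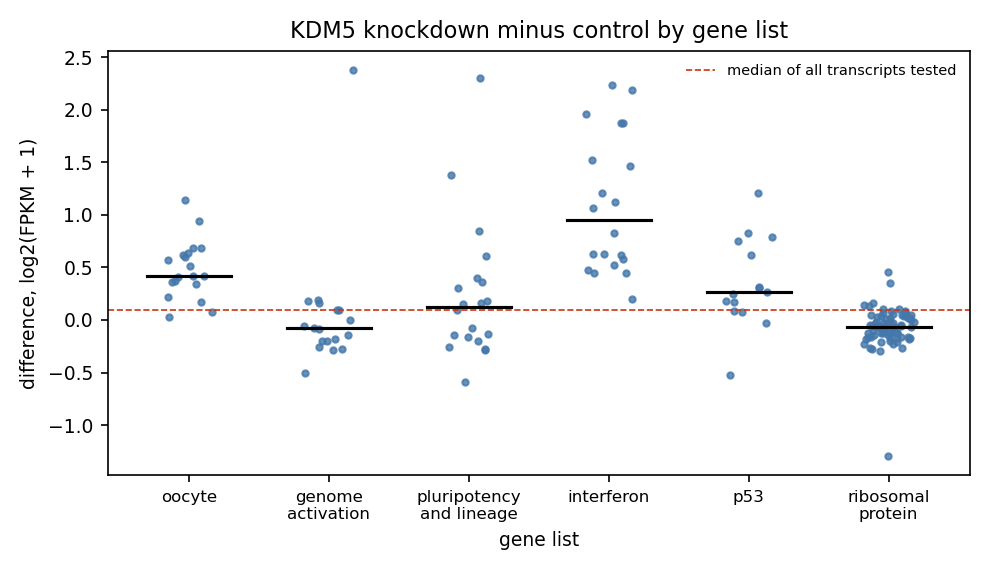
Difference between group means on the log2(FPKM + 1) scale (vertical axis) for the transcripts of each of the 6 gene lists. Black bars are list medians and the dashed line is the median of all 8970 transcripts (0.09). All 20 interferon and all 19 oocyte transcripts lie above 0.

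When the inter-gene correlation within each list was estimated from the 4 libraries instead of being fixed, none of the 6 lists passed, with limma camera adjusted p between 0.549 and 0.728. The list comparisons therefore rest on the assumed correlation as well as on 2 libraries per group.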

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

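The number of calls was sensitive to the filter and to the variance model. Without a filter 2 transcripts were higher and 1 lower, all at least 2-fold. With a mean FPKM of at least 5 required, 11 were higher. Rescaling to a common sum gave 7 higher, eBayes without a trend 6, and robust eBayes 37, of which 35 were at least 2-fold. With the replicate number as a block 8 were higher and 4 lower, all at least 2-fold. The share of calls that were increases was 68% as reported and ranged from 50% after rescaling to a common sum, or with eBayes without a trend, to 80.4% with robust eBayes. It was 58.6% after quantile normalization, 71.9% without microRNA rows and 73.5% with rows summed by symbol. Every call made with the unfiltered table, the stricter filter, the common sum or the untrended fit was among the 25 reported, and so were all 20 calls made with a pseudocount of 0.1.

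Without a test, 405 transcripts were 2-fold higher and 27 lower. A pseudocount of 0.1 gave 715 and 58, quantile normalization 243 and 59, the stricter filter 219 higher, and the common sum 521 higher and 63 lower. Median-ratio scaling gave 347 higher. Across the 4 comparisons that each left out one replicate, the number higher ranged from 250 to 640 and the number lower from 39 to 48. Both ends of the first range came from leaving out a control library.

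The fall of KDM5A had log2 fold changes between -1.52 and -1.35 in the 11 alternatives with a test, of which the pseudocount and the scalings are the ones that changed its size. It was no longer past the threshold with no filter, with eBayes without a trend or with the replicate block, at -1.35 in each case and limma adjusted p of 0.167, 0.0605 and 0.0591. Over the 11 alternatives its adjusted p ranged from 0.0208 to 0.167, and that of KDM5C from 0.0807 to 0.255. KDM5C stayed lower, between -1.14 and -0.999, and past the threshold in none of the 11. KDM6A did not pass in any of the 11, with adjusted p from 0.568 to 0.868, and its difference was 0.15 without NC replicate 2.

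The interferon list kept its direction in all 11 alternatives with a test and passed in 10 of them. The oocyte list did likewise. The exception for both was the estimated inter-gene correlation, where the differences stayed at 0.86 (interferon), 0.33 (oocyte), -0.17 (genome activation) and -0.16 (ribosomal protein) and none passed. An inter-gene correlation estimated from 2 residual degrees of freedom per transcript is imprecise, and the effect of this imprecision was not tested. The genome activation list did not pass with the stricter filter (-0.13) or after quantile normalization (-0.086), and the ribosomal protein list reversed to 0.059 after quantile normalization. Leaving out one replicate at a time moved the interferon difference between 0.63 and 1.17 and the oocyte difference between 0.12 and 0.65. The genome activation difference then lay between -0.24 and -0.080, and the ribosomal protein difference between -0.23 and -0.096. The p53 difference lay between 0.038 and 0.35. The lineage difference lay between -0.099 and -0.0046, all below the 0.03 found with all libraries.

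WDR5, with a difference of 0.04, reversed to -0.044 with median-ratio scaling, -8.35e-06 with quantile normalization and -0.074 with the common sum. Median-ratio scaling and the common sum moved the median of all transcripts by -0.08 and -0.10, more than the WDR5 difference. The causes of the reversal under quantile normalization and of the other changes were not tested. Of the comparisons of the named genes and the H3K4 machinery with their alternatives, 18 lost the threshold and these 3 reversed. The other 234 kept their direction and side of the threshold or, with a replicate left out, moved by less than 1 SD. With 2 libraries per group, leaving 1 out cannot move a gene by more than this pooled SD. The comparisons with a replicate left out could therefore not be counted otherwise, and their part of the 234 shows nothing about stability. Among the 234 were 6 with the opposite sign, all with a replicate left out. DPY30 was at 0.19 and RBBP5 at 0.11 without NC replicate 2, and at 0.05 and 0.07 without KDM5_KD replicate 1. Without KDM5_KD replicate 2, WDR5 was at -0.02 and ASH2L at 0.02. The direction of these 4 genes is therefore not determined.

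Depth limits the lowest transcripts most, but read counts are unknown, so no detection limit can be stated. Leaving out a replicate leaves 1 library in a group, and no test was made there. KDM5B and KDM6B, planned among the results, were not analysed here. Robust eBayes was not run for the gene lists, and the count tests planned for whole reads were not run because whole reads were not recovered.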

Other observations

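All tests in this part were chosen after the results above had been seen, and the sterol and cell-type lists were written after values had been seen. List differences in the Results are relative to the median of all transcripts. In this part they are not, unless stated. By this second measure the interferon list was 0.95 higher in KDM5_KD than in NC, where the Results give 0.86.

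For transcripts that were higher in the knockdown, the control libraries tended to differ from each other in the same direction. Of the 405 transcripts at least 2-fold higher in KDM5_KD, 366 (90.4%) were also higher in NC replicate 1 than in NC replicate 2, against 55.8% of all transcripts. The 27 transcripts at least 2-fold lower did not mirror this: 15 of them were higher in NC replicate 1 than in NC replicate 2. Across the 8970 transcripts, the difference between KDM5_KD and NC correlated with the difference between NC replicates 1 and 2 at a Pearson r of 0.22, with a Spearman rho of 0.24. These contrasts share no error if the libraries are equally noisy. The corresponding r with the difference between the knockdown replicates was 0.006. In the 4 expression-level groups the first r was 0.11, 0.38, 0.31 and 0.08 from lowest to highest. The matching Spearman rho was 0.30, 0.29, 0.20 and 0.06, so the lowest group was not weak by rank. The r with the knockdown replicates was 0.018, -0.098, 0.117 and 0.056 in the same order. Its value over all transcripts thus combines groups of opposite sign. A candidate explanation for part of the 2-fold increases is a property that also varies between control libraries. Against NC replicate 1 alone 250 transcripts were 2-fold higher, but a graded property that is lowest in NC replicate 2 and highest in the knockdown libraries would give this too, so its share was not determined.

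Several other explanations for these increases were examined. Library depth does not order the libraries as the increases do: NC replicate 1 had 0.683 times the depth of NC replicate 2, and both knockdown libraries lay between them. After quantile normalization 80.5% of the 2-fold differences were still increases, but the number of 2-fold increases fell from 405 to 243. Median-ratio scaling gave 347. Rescaling to a common sum gave 521, but it also raised all values relative to the pseudocount, so this rise does not show an effect of scaling between libraries. How much of the number is an effect of scaling was not settled. Without microRNA rows the number was 403, but the other rows were not rescaled. This count alone cannot show whether short RNAs took a share of the signal. MicroRNA rows held 0.178% and 1.44% of the FPKM sum in NC replicates 1 and 2. They held 9.997% and 4.12% in KDM5_KD replicates 1 and 2. A larger share taken in KDM5_KD would lower the other transcripts there, so these values argue against short RNAs as a source of the increases. Shares of the FPKM sum are not shares of reads, so the size of such an effect is unknown. Only 0.988% of the 2-fold increases had an erratic library, meaning under 0.5 FPKM in one library and at least 10 FPKM in another of the same group. This measure misses reads assigned wrongly in the same way in both libraries of a group. It also misses replicates that disagree widely with no value under 0.5 FPKM. Reads shared between transcripts therefore cannot be excluded. GC content and transcript length were not tested.

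Genes typical of connective tissue and other somatic cells were also higher in KDM5_KD. A list of mesenchymal markers had a median difference between KDM5_KD and NC of 1.40 on the log2(FPKM + 1) scale, above all 10000 random lists matched on expression, with 16 of its 19 transcripts higher in both knockdown libraries than in both NC libraries, where chance gives 16.7%. The same list was 0.84 higher in NC replicate 1 than in NC replicate 2, again above all of the random lists. VIM was at 35.6 and 8.09 FPKM in NC and at 84.6 and 98.1 FPKM in KDM5_KD, and TAGLN at 37.99 and 5.29 against 85.7 and 95.6 FPKM. Granulosa cell markers were 0.91 higher in KDM5_KD, while 6 endothelial and leukocyte markers did not differ (-0.007). The granulosa list was 0.29 higher in NC replicate 1 than in NC replicate 2, at the 95.7th percentile of the random lists. In that comparison 15 of its 16 transcripts were higher in NC replicate 1. It thus varied less between the control libraries than the mesenchymal list. RNA from other cells present in the samples in different amounts may be one source of the higher mesenchymal and granulosa values. Expression of these genes by the embryos, at levels that differ between samples, would give the same values, and these data do not separate the alternatives. The lists were written after values of such genes had been seen, so their ranks cannot decide the question.

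The interferon list, which was fixed in advance, behaved like the mesenchymal one between the control libraries. Its median difference between NC replicates 1 and 2 was 0.75, at the 100th percentile of the matched random lists, so variation between control libraries remains an explanation for its increase. The list was also 0.73 higher in KDM5_KD than in NC replicate 1 alone, or 0.63 relative to the median of all transcripts. The 0.73 was above all 10000 random lists, which a graded difference would also give. Depth is not ordered that way (0.683 for NC replicate 1 relative to NC replicate 2), and after quantile normalization the list was still 0.73 above all transcripts. One hypothesis is that interferon-responsive and mesenchymal transcripts share a source that differs in amount between samples. Between the knockdown libraries the lists parted. The median of KDM5_KD replicate 1 minus replicate 2 was 0.35 for the mesenchymal list and -0.02 for the interferon list. This difference between medians was not tested, and members of the mesenchymal list went both ways. TIMP1 was at 186 and 127 FPKM in KDM5_KD replicates 1 and 2, but VIM was at 84.6 and 98.1 FPKM. The medians therefore do not settle whether a shared source alone could account for both lists. Whether such a source lies in the embryos or in other cells was not tested.

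Sterol synthesis genes are a candidate for a difference less tied to the control libraries than that of the mesenchymal list. The called transcripts included HMGCS1, at 10.7 and 7.94 FPKM in NC and at 38.4 and 35.1 FPKM in KDM5_KD, and FDPS, at 11.3 and 9.85 against 27.9 and 28.4 FPKM. With the replicate number as a block HMGCS1 was still called (limma adjusted p of 0.0399), but FDPS was not. A list of 20 sterol pathway transcripts was 0.83 higher in KDM5_KD, above all matched random lists (100th percentile), with 19 higher and 18 of them above both NC libraries in both knockdown libraries. Its difference between the control libraries was 0.25. That was smaller than the 0.84 of the mesenchymal list and the 0.29 of the granulosa list. It was still at the 99.3rd percentile, above the 95.7th of the granulosa list, so by rank the sterol list was not set apart. Variation between control libraries cannot be excluded here either. The list was assembled after values had been seen, so its rank shows no more than the single genes do.

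Some strong calls rest on values that may be failed estimates. The lowest adjusted p among decreases belonged to LOC780876, at 295 and 342 FPKM in NC and 5.84e-06 and 3.85e-06 FPKM in KDM5_KD. The lowest among increases belonged to NM_001193296, without a symbol in the gene table, which was listed at 0 in both NC libraries and at 64.4 and 57.1 FPKM in KDM5_KD. Both were outside the naming rule and were picked after their values were seen. In 13 rows of the whole table, replicates of one group disagreed by under 0.5 against at least 10 FPKM, and 8 of these were not short RNAs. PTTG1 was at 1.37e-06 FPKM in NC replicate 2 and between 299 and 354 FPKM in the other libraries, and SET was listed at 0 in KDM5_KD replicate 1 and between 820 and 1064 FPKM elsewhere. Such rows made up 0.988% of the 2-fold increases, but this measure misses large disagreements with no value under 0.5 FPKM. RPS15A, for example, was at 605 and 25.4 FPKM in NC replicates 1 and 2, and at 18.9 and 548 FPKM in KDM5_KD replicates 1 and 2. Whether estimates failed in both libraries of a group for LOC780876 or NM_001193296 was not tested.

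Splitting the 4 libraries differently gave fewer calls. The real split gave 25, the split by replicate number gave 0 (with 299 transcripts at an unadjusted p under 0.05), and the split that sets NC replicate 1 and KDM5_KD replicate 2 against the other two gave 1. Only 1 of the 3 splits, the real one, gave 25 or more. Among the splits that part both same-numbered pairs, the comparison is with 1 other split. With 3 splits the share cannot fall below 0.05, so this leaves chance undecided.

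The Y-linked gene DDX3Y was at 44.5 and 28.5 FPKM in NC replicates 1 and 2 and at 54.8 and 25.9 FPKM in KDM5_KD replicates 1 and 2. USP9Y was at 4.23, 3.55, 5.23 and 3.39 FPKM in the same order, also higher in both replicates numbered 1, while EIF1AY was at 1.94, 3.86, 0.938 and 1.45 FPKM.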
